# Transcriptome signature of the adult mouse choroid plexus

**DOI:** 10.1186/2045-8118-8-10

**Published:** 2011-01-18

**Authors:** Fernanda Marques, João C Sousa, Giovanni Coppola, Fuying Gao, Renato Puga, Helena Brentani, Daniel H Geschwind, Nuno Sousa, Margarida Correia-Neves, Joana A Palha

## Abstract

**Background:**

Although the gene expression profile of several tissues in humans and in rodent animal models has been explored, analysis of the complete choroid plexus (CP) transcriptome is still lacking. A better characterization of the CP transcriptome can provide key insights into its functions as one of the barriers that separate the brain from the periphery and in the production of cerebrospinal fluid.

**Methods:**

This work extends further what is known about the mouse CP transcriptome through a microarray analysis of CP tissue from normal mice under physiological conditions.

**Results:**

We found that the genes most highly expressed are those implicated in energy metabolism (oxidative phosphorylation, glycolysis/gluconeogenesis) and in ribosomal function, which is in agreement with the secretory nature of the CP. On the other hand, genes encoding for immune mediators are among those with lower expression in basal conditions. In addition, we found genes known to be relevant during brain development, and not previously identified to be expressed in the CP, including those encoding for various axonal guidance and angiogenesis molecules and for growth factors. Some of these are known to influence the neural stem cell niche in the subventricular zone, highlighting the involvement of the CP as a likely modulator of neurogenesis. Interestingly, our observations confirm that the CP transcriptome is unique, displaying low homology with that of other tissues. Of note, we describe here that the closest similarity is with the transcriptome of the endothelial cells of the blood-brain barrier.

**Conclusions:**

Based on the data presented here, it will now be possible to further explore the function of particular proteins of the CP secretome in health and in disease.

## Background

The choroid plexus (CP) is located in the ventricles of the vertebrate brain. It is formed by a monolayer of epithelial cells that surrounds a central stroma in which fenestrated blood vessels are embedded in a rich extracellular matrix. In addition, and depending on the physiological or pathological conditions, the stroma also contains cells such as fibroblasts, macrophages, neutrophils, dendritic cells, plus B and T cells. Tight junctions between the apical sides of the epithelial cells separate the blood from the cerebrospinal fluid (CSF); this provides the barrier function that normally hinders the free movement of molecules and cells from the blood into the CSF. It is well recognized that the CP's principal function is the production of CSF [1]. However, it is also known that the CP participates in other key functions, namely the transport of nutrients into the brain and the removal of metabolic products out of the brain [2]. This seems to be of relevance in diseases such as Alzheimer's, where CP proteins in the apical membrane participate in the clearance of the amyloid beta peptide, alone or bound to CSF carrier proteins [3-5]. In addition, the CP is able to respond to challenges by displaying additional functions not present under basal conditions. It has been recently shown that the CP specifically responds differently to peripheral inflammation, depending on whether the inflammation is acute or sustained, by secreting several immuno modulators [6-9]. Moreover, in conditions of inflammation, the CP seems to be important in the regulation of brain iron homeostasis [10,11]. The CP is also one of the first places of entry for the immune cells during neurological disorders, as shown in the experimental autoimmune encephalomyelitis model of multiple sclerosis [12].

Although a vast number of CP mRNA/proteins have been previously described in the literature, discussion of the full basal transcriptome is still lacking. The data herein presented supports the view that the CP is more than a barrier that restricts the passage of molecules and cells in and out of the brain, but rather a tissue that should be better studied as an active participant in brain homeostasis in both physiological and pathological conditions.

## Methods

All experiments and procedures followed the European Community Council Directive 86/09/EEC guidelines for the care and handling of laboratory animals and were approved by the Life and Health Sciences Research Institute's ethical committee and by the Portuguese Veterinary Authorities ("Direcção Geral de Veterinária" process reference number 520/000/000/2006).

### Animals

All experiments were conducted using 8- to 9-week old C57BL/6 male mice (Charles River, Barcelona, Spain). Animals were maintained under 12 h light/dark cycles at 22.5°C and 55% humidity and fed with regular rodent chow and tap water *ad libitum*. In order to reduce the stress-induced changes in the hypothalamus-pituitary axis, animals were handled for 1 week prior to the start of the experiment. Mice were anesthetized with intraperitoneal injection of ketamine hydrochloride (150 mg/Kg) plus medetomidine (0.3 mg/Kg) and transcardially perfused with cold saline. The CPs were rapidly removed, stored in RNA later (Ambion, Austin, TX, USA) and kept at -80°C. CP isolation was made under conventional light microscopy (SZX7, Olympus, Hamburg, Germany). Three pools of CP (each containing tissue removed from the 4 ventricles of 3 mice) were prepared at the time of sacrifice. While most of the cells are CP epithelial cells, the tissue sampled may also contain stroma cells (e.g. endothelial cells and pericytes). These animals correspond to those used as controls (basal transcriptome) in Marques *et al*. [8].

### Microarray experimental design and data analysis

Total RNA was isolated with Trizol (Invitrogen, Carlsbad, CA, USA) following manufacturer's instructions. After quality assessment using the Agilent Bioanalyzer (Agilent Technologies, CA, USA), 100 ng of total RNA from each pool was amplified and labelled with Illumina TotalPrep RNA Amplification Kit (Illumina Inc., San Diego, CA, USA). The labelled cRNA was then hybridized in a total of two Illumina Whole-genome Mouseref-8 expression Beadchips (Illumina Inc.), following the recommended protocol, each containing 8 arrays, comprising a total of 24,049 well-annotated RefSeq transcripts per beadchip.

After scanning, raw data from BeadStudio software (Illumina Inc.) was read into R/Bioconductor and normalized using quantile normalization. A linear model was applied to the normalized data using Limma package in R/Bioconductor [13]. A contrast analysis was applied and differentially expressed genes were selected using a Bayesian approach with a false discovery rate of 5%. All data is Minimum Information About a Microarray Experiment (MIAME)-compliant and the raw data has been deposited in the GEO database (accession: GSE23714). In order to analyze and compare the CP transcriptome with transcriptomes from other tissues, the initial list containing the 24,049 CP genes was filtered: the repeated genes present in the array platform were excluded and the genes with a Coefficient of Variation (CV) ≥ 30 across the 3 replicates were also removed. The final gene list included 18,160 genes. For the analysis, normalized genes were categorized using the Gene Set Analysis Toolkit from WebGestalt (http://bioinfo.vanderbilt.edu/webgestalt/[14]) or the Ingenuity tools (Redwood City, CA, USA). Enrichment analysis was performed using DAVID (http://david.abcc.ncifcrf.gov/[15]) and Ingenuity (http://www.ingenuity.com[16]) software. For comparison with other transcriptomes, two studies of the GEO database were used: one containing 61 mouse different tissues in physiological conditions (GDS592) [17], and another containing the transcriptome of the PECAM-1+ blood-brain barrier (BBB) microvascular endothelial cells (ppMBMECs) (GSE14375) [18]. From each gene list the repeated genes and the genes with CV ≥ 30 were removed. After these corrections, a list containing the genes common in the three studies was created, analyzed with the Limma package to normalize data between arrays and, subsequently, a cluster was constructed using the Multiexperiment Viewer program.

The GEO database has data on two other CP studies. One focuses on the differential CP expression between B10.pl WT and B10.PL RAG-/- mice (GSE11443); the other evaluates the gene expression profile of 24 neural tissues (including the CP from the 4^th ^ventricle) and 10 other body tissues/organs (GSE3594). We compared our transcriptome with the control transcriptome of each of these two other studies. For these comparisons, we selected the common genes excluding those presenting a CV ≥ 30. After these corrections, data between arrays was normalized with the Limma package, followed by a comparison of the expression level for each gene.

### Confirmation of the array data by RT-qPCR

In order to validate the array data, 20 genes within the lower range of expression (6.1-7.0) were analyzed in an independent set of CP samples. The selected genes were: inducible T-cell co-stimulator, myotubularin-related protein 7, retinal pigment epithelium 65, dual oxidase 2, arginine vasopressin receptor 1B, glutathione peroxidase 5, nestin, epithelial mitogen, interleukin 6, neuropeptide Y, matrix metalloproteinase 9, glucagon receptor, claudin 15, ceruloplasmin, lipocalin 2, CD14 antigen, vav 1 oncogene, retinoic acid receptor gamma, interferon regulatory factor 1 and toll-like receptor 4. Gene abbreviations and gene names are specified in accordance with the HUGO Gene Nomenclature Committee at http://www.genenames.org/[19]. Total RNA was isolated from five pools of CP using Trizol reagent (Invitrogen), and 500 ng amplified using the Superscript RNA amplification system (Invitrogen) according to the manufacturer's instructions. CP RNA was reverse transcribed using random primers of the Superscript First-strand Synthesis system for RT-PCR (Invitrogen).

The oligonucleotide primers (sequences available upon request) were designed using the Primer3 software on the basis of the GenBank sequences. Real-time PCR reactions, using equal amounts of total RNA from each sample, were performed on a CFX 96™ real-time system instrument (Bio-Rad Laboratories, Hercules, CA, USA) using QuantiTect SYBR Green RT-PCR reagent kit (Qiagen, Hamburg, Germany). Product fluorescence was detected at the end of the elongation cycle. All melting curves exhibited a single sharp peak at a temperature characteristic of the primers used.

### Construction of biological function networks

In order to identify major functions of the CP, networks based on the genes displaying higher expression (threshold 13 in the array) were constructed. Analysis yielded 59 genes that were subsequently analysed in the FunNet (http://www.funnet.info[20]) for GO Molecular Function and Kyoto Encyclopedia of Genes and Genomes (KEGG) functional networks. This program clusters the genes depending on their biological function, creating nodes corresponding to those that are most enriched. The relation between every pair of genes is calculated using the signal expression of the genes on the corresponding biological functions.

## Results

### CP transcriptome characterization

From the complete array analysis, we found that the majority of genes in the CP transcriptome are expressed at very low levels. 

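Basal expression was measured on 3 Illumina MouseRef-8 arrays, each hybridized with RNA from 1 pool of CP removed from the 4 ventricles of 3 male mice of 8 to 9 weeks. The authors read the scans with BeadStudio and quantile normalized them with the other 13 arrays of the series, which come from mice given lipopolysaccharide (LPS). The deposited values are log2 intensities, without and with that normalization. Here the log2 intensities of the 16 arrays were quantile normalized again, and the result differed from the deposited normalized values by at most 0.029. Of 23983 probes, 20919 carried 1 gene symbol. Each of the 15946 named genes was represented by the probe with the highest mean over the 16 arrays (3691 genes had more than 1 probe), and probes with no gene symbol were kept apart, which gave 19010 genes. The expression level of a gene is its mean log2 value over the 3 arrays, and its error is the SD between the 3 pools; the number of arrays limits the precision. A gene was called above background on an array when it exceeded the 99th percentile of 1065 probes for olfactory, vomeronasal and bitter taste receptors, a ceiling of 6.98, 7.37 and 7.04 in the 3 arrays. Under that ceiling the arrays do not tell a weak transcript from none. A level under it also does not show that a gene is weakly transcribed, since its probe may measure it poorly. Of 76 genes of cytosolic ribosomal proteins 8 exceeded the ceiling in 0 arrays, and of 77 genes of oxidative phosphorylation 11. Levels of different genes also depend on their probes, so gene groups are compared by the share of genes above background. As a description of the tissue, 11 of 12 measured markers of CP epithelium were above background in all 3 arrays, among them Clic6, a chloride channel protein, at 13.80 ± 0.04 (SD, n = 3 pools) and Sostdc1, a secreted BMP and Wnt antagonist, at 13.21 ± 0.10. The same held for 5 of 6 markers of ependymal cells (Dynlrb2, a dynein light chain, 11.79 ± 0.19), 7 of 10 of endothelium (Flt1, a VEGF receptor, 10.35 ± 0.35), 2 of 6 of fibroblasts (Dcn, decorin, 11.43 ± 0.07), 2 of 6 of pericytes and smooth muscle (Acta2, smooth muscle actin, 9.22 ± 0.07) and 5 of 10 of macrophages (Lyz2, lysozyme, 8.77 ± 0.45). It held for 2 of 6 markers of astrocytes (Aldh1l1, 9.32 ± 0.33), 1 of 6 of oligodendrocytes (Mbp, myelin basic protein, 7.78 ± 0.68) and 1 of 3 of erythroid cells (Hba-a1, a globin, 8.96 ± 0.41). For neurons it held for 0 of 10 markers, for neutrophils for 0 of 9, for T cells for 0 of 6 and for B cells for 0 of 3.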

From a range of expression levels that varied from 6.1-15.0, (log2-transformed absolute expression levels), 81% of the genes were expressed between the 6.1-8.3 level; 15% were expressed at levels between 8.3-10.5; 4% were expressed with the level between 10.5-12.8 and only 0.4% of the genes were highly expressed and presented an expression level between 12.8-15.0 (Figure 1). 

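Most genes of the basal CP lay at the low end of the scale, where the signal of receptor genes of the nose and tongue also lies. Of the 18884 genes with a CV under 30 across the 3 arrays, 14914 (79.0%) had an expression level below 8.3, 3022 (16.0%) between 8.3 and 10.5, 855 (4.53%) between 10.5 and 12.8, and 93 (0.492%) of 12.8 or above. Levels ranged from 5.90 to 15.02 with a median of 6.78. Of all 19010 genes, 6111 (32.1%) were above background in all 3 arrays and 10776 (56.7%) in 0 of them. Every gene at 8.3 or above was above background in all 3 arrays, against 2107 of 15006 genes (14.0%) below 8.3. The 1026 olfactory, vomeronasal and bitter taste receptor genes had a median level of 6.46 and all lay below 8.3; 1 of them exceeded the ceiling in all 3 arrays, the olfactory receptor Olfr713 at 7.38 ± 0.11 (SD, n = 3 pools), which is named here after its value was seen. Normalized arrays share 1 distribution, so the spread of the 4 shares was taken from the arrays before normalization, where they had SDs of 2.3, 2.2, 0.247 and 0.029 percentage points between the 3 pools. Without normalization between arrays 11655 genes passed the CV filter, and the 3 upper classes held 26.9%, 7.22% and 0.781% of them. Of the genes below 8.3, 22.8% were above background in at least 2 arrays, and without replicate 2 22.2% were in both others.

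**Figure D1:**
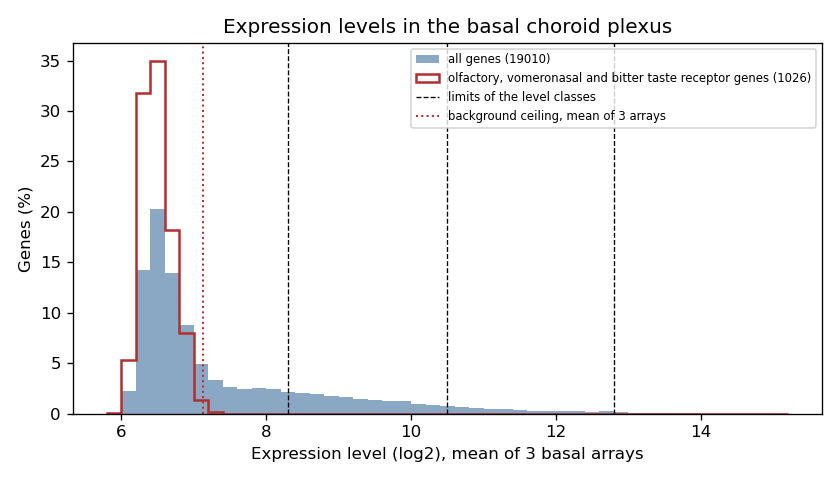
Expression level (log2, mean of 3 basal arrays) of all 19010 genes (filled) and of 1026 olfactory, vomeronasal and bitter taste receptor genes (outline), as the percent of each group per bin. Dashed lines mark the levels 8.3, 10.5 and 12.8 and the dotted line the mean background ceiling of 7.13; the receptor genes, whose highest level is 7.38, sit under the main peak of all genes.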

All the genes detected and their relative expression levels are presented as Additional File 1 (Expression levels of the genes transcribed in the basal choroid plexus) and deposited in the GEO database GSE23714.

**Figure 1:**
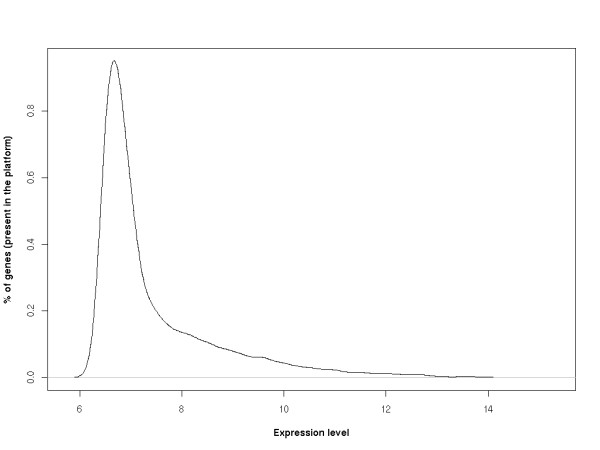
**Frequency graph showing choroid plexus gene expression profile**. From the 18,160 analyzed genes, approximately 81% of the genes presented with expression levels between 6.1 and 8.3; 15% were expressed at levels between 8.3-10.5; 4% were expressed with the level between 10.5-12.8 and only 0.4% of the genes were highly expressed by the CP and presented with an expression level between 12.8-15.0.

Twenty genes, with expression levels ranging from 6.1 to 7.0, were further analyzed by RT-qPCR in CP collected from an independent group of animals. This analysis confirmed the relative expression of these genes (data not shown), and indicated that genes with an expression level of 6.1, the lowest level in the array, are detectable by RT-qPCR. 

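On the arrays, 19 of the 20 genes chosen for RT-qPCR were measured under their symbol, and they include several genes of the immune response. Lcn2, an iron-binding protein of innate immunity, had an expression level of 6.66 ± 0.21 (SD, n = 3 pools). Cd14, a coreceptor for LPS, stood at 6.76 ± 0.19 and the cytokine Il6 at 6.51 ± 0.09. The transcription factor Irf1 stood at 7.44 ± 0.44, the LPS receptor Tlr4 at 7.26 ± 0.09 and the vasopressin receptor Avpr1b at 5.92 ± 0.06. None of the 19 genes (0 of 19) was above background in all 3 arrays: Irf1 and Tlr4 were in 2 arrays, Vav1 (6.85 ± 0.58) in 1, and the other genes in none. Myotubularin-related protein 7 was not analysed here, and neither were the RT-qPCR measurements.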

Altogether, it was inferred from the analysis that the array data represented genes expressed under basal physiological conditions.

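At an expression level of 13.0 or above the basal CP had 71 genes, of which 59 carried a gene name and 12 were probes without one. Of the 59 genes that the paper lists at this level, 52 were measured under their symbol here, all above background in all 3 arrays, and 49 of them had a level of 13.0 or above. Cytochrome c oxidase subunit Cox7c (12.97 ± 0.08, SD, n = 3 pools), the ribosomal protein Rps21 (12.98 ± 0.01) and the lactate dehydrogenase Ldhb (12.98 ± 0.09) lay just under it. The glycolytic enzyme Gapdh stood at 14.03 ± 0.12. The SD between pools of the 52 genes ranged from 0.0077 to 0.259 with a median of 0.0765. Among the named genes at this level were 10 others: the water channel Aqp1 (13.10 ± 0.09), the mitochondrial carrier homolog Mtch1 (13.93 ± 0.04), the chaperone Hspa8, the ribosomal proteins Rpl23, Rpl37 and Rpl38, and Bsg, Elob, Itm2b and Ndufv3. Each of these 10 had more than 1 probe. Elob, Itm2b, Ndufv3, Rpl23, Rpl37 and Rpl38 are named here after their values were seen.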

Table 1 lists the fifty-nine most highly expressed genes (threshold 13.0 in the array). Analysis of the genes displaying expression levels above 13 were clustered in particular functional networks (Figure 2). Analysis of gene function networks identified 3 modules of interaction for the 59 mostly expressed genes. One included genes participating in pathways such as regulation of the tissue remodelling, fibril organization, negative regulation of processes such as extracellular matrix disassembly and blood vessel remodelling. Another, included genes of iron homeostasis, carbohydrate and lipid metabolism. A third module included genes involved in free radical homeostasis, regulation of the inflammatory response, mitochondrial metabolism and RNA processing. A table containing the various genes in each module is provided as Additional File 2 (Functional networks of the most highly-expressed genes in the choroid plexus).

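The members of the 3 modules in Additional File 2 were looked up in the basal arrays. In module 1, whose terms include tissue remodelling and fibril organization, all 7 genes were measured, at expression levels from 13.43 to 13.88. In module 2, which includes iron homeostasis through Fth1 and carbohydrate metabolism through Bsg, 7 of 8 genes were measured, at 13.27 to 14.00. In module 3, which includes the mitochondrial genes Uqcrh, Cox4i1, Cox6a1 and Cox8a and the peroxidase Gpx4, 22 of 27 genes were measured, at 13.27 to 14.10. All measured members were above background in all 3 arrays and had a level of 13.0 or above, with SDs between pools of 0.0187 to 0.259 (n = 3). A gene can belong to several modules: Atp5b, a subunit of ATP synthase, stands in all 3. The modules were drawn from genes chosen by their level in these arrays, so their levels are not independent evidence.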

**Table 1:** Most highly expressed genes found in the choroid plexus in normal physiological conditions.

Symbol	Definition	E.value
Ubb	ubiquitin B	15.0
Igf2	insulin-like growth factor 2	14.6
Rpl41	ribosomal protein L41	14.5
Cox4i1	cytochrome c oxidase subunit IV isoform 1	14.1
Clu	clusterin	14.1
Psap	prosaposin	14.0
Chchd10	coiled-coil-helix-coiled-coil-helix domain containing 10	14.0
Arl6ip1	ADP-ribosylation factor-like 6 interacting protein 1	13.9
Atp5b	ATP synthase, H+ transporting mitochondrial F1 complex. beta subunit	13.9
Cst3	cystatin C	13.9
Clic6	chloride intracellular channel 6	13.8
Ttr	transthyretin	13.8
1500015O10Rik	RIKEN cDNA 1500015O10 gene	13.7
Grim19	genes associated with retinoid-IFN-induced mortality 19	13.7
Cox8a	cytochrome c oxidase, subunit VIIIa	13.7
Gapd	glyceraldehyde-3-phosphate dehydrogenase	13.7
Atp5h	ATP synthase. H+ transporting, mitochondrial F0 complex. subunit d	13.7
Uba52	ubiquitin A-52 residue ribosomal protein fusion product 1	13.6
Uqcrh	ubiquinol-cytochrome c reductase hinge protein	13.6
Ckb	creatine kinase. brain	13.6
Cox6a1	cytochrome c oxidase. subunit VI a, polypeptide 1	13.6
Gpx4	glutathione peroxidase 4	13.6
Rps14	ribosomal protein S14	13.6
Ppia	peptidylprolyl isomerase A	13.6
Rplp1	ribosomal protein. large, P1	13.6
Aldh2	aldehyde dehydrogenase 2, mitochondrial	13.6
Rnaset2	ribonuclease T2	13.5
Rps27a	ribosomal protein S27a	13.5
Rps29	ribosomal protein S29	13.5
Dbi	diazepam binding inhibitor	13.5
Atp5j2	ATP synthase, H+ transporting. mitochondrial F0 complex, subunit f. isoform 2	13.5
Grina	glutamate receptor, ionotropic. N-methyl D-asparate-associated protein 1 (glutamate binding)	13.5
1110020P15Rik	RIKEN cDNA 1110020P15 gene	13.5
Atp1a1	ATPase, Na+/K+ transporting. alpha 1 polypeptide	13.5
Fth1	ferritin heavy chain 1	13.4
Ptgds	prostaglandin D2 synthase (brain)	13.4
Atp5g3	ATP synthase. H+ transporting, mitochondrial F0 complex. subunit c (subunit 9), isoform 3	13.4
Cd81	Cd81 antigen	13.4
Ndufa1	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex. 1	13.3
Atp1b1	ATPase. Na+/K+ transporting, beta 1 polypeptide	13.2
Cd63	Cd63 antigen	13.2
Cox5b	cytochrome c oxidase. subunit Vb	13.2
Ubc	ubiquitin C	13.2
Sostdc1	sclerostin domain containing 1	13.2
Rps20	ribosomal protein S20	13.2
Ubl5	ubiquitin-like 5	13.1
Aplp2	amyloid beta (A4) precursor-like protein 2	13.1
Scd2	stearoyl-Coenzyme A desaturase 2	13.1
Rbp1	retinol binding protein 1. cellular	13.1
Ndufa4	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 4	13.1
Rpl3	ribosomal protein L3	13.1
2010107E04Rik	RIKEN cDNA 2010107E04 gene	13.1
Cryab	crystallin, alpha B	13.0
Vdac1	voltage-dependent anion channel 1	13.0
Car12	carbonic anyhydrase 12	13.0
Rpl35	ribosomal protein L35	13.0
Cox7c	cytochrome c oxidase. subunit VIIc	13.0
Rps21	ribosomal protein S21	13.0
Ldh2	lactate dehydrogenase 2, B chain	13.0

**Figure 2:**
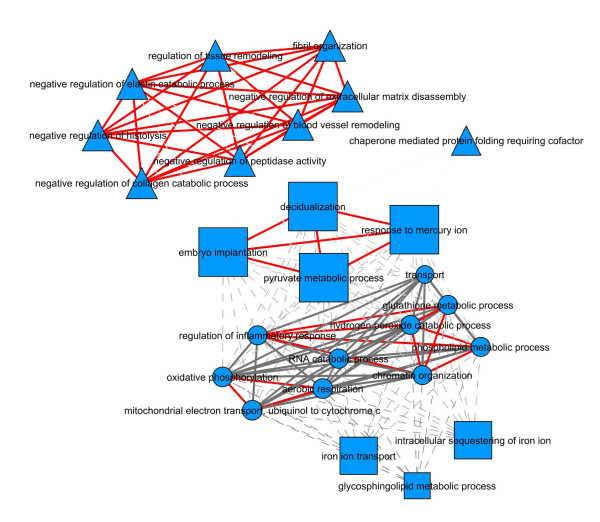
**Functional and network analysis of the most highly-expressed genes**. Analysis of the genes displaying expression levels above 13 clustered in particular functional networks. Different shapes represent different modules of biological functions. Dashed lines are relationships between nodes in different modules and solid lines are relationships between nodes in the same module. Dashed lines depict medium strong interactions (i.e. in between the median of the distribution and its upper quartile) and solid lines indicate the strongest interactions (i.e. superior to the upper quartile of their distribution). The interactional centrality of GO themes is illustrated by the size of the corresponding nodes. A red line denotes that the same gene is linked between all the biological process and gray lines denote different genes in each node.

Figure 3 identifies the molecular pathways encompassing genes with an expression level between 6.1-12.8. Of note, is the number of genes clustered in classes related to oxidative phosphorylation and ribosomal function, which is in agreement with the high secretory capacity of the CP. 

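Genes of the respiratory chain and ATP synthase, of the ribosome and of the proteasome were above background in the basal CP more often than other genes. Of 77 genes of oxidative phosphorylation, 62 (80.5%) were above background in all 3 arrays, against 31.9% of other genes (Fisher's exact test across genes, two-sided, adjusted p = 1.52e-17 over 11 lists). Their highest levels were those of Cox4i1, a subunit of cytochrome c oxidase, at 14.10 ± 0.09 (SD, n = 3 pools) and of Atp5b at 13.88 ± 0.08, while Sdha (6.26 ± 0.07) and Cox8c (6.17 ± 0.13) exceeded the ceiling in 0 arrays. Of 76 cytosolic ribosomal proteins, 65 (85.5%) were above background (Fisher's exact test, adjusted p = 7.25e-21), among them Rpl41 at 14.51 ± 0.07, Rps14 at 13.62 ± 0.07 and Rplp1 at 13.59 ± 0.08, while Rps19 (6.39 ± 0.02) and Rplp2 (6.33 ± 0.08) exceeded the ceiling in 0 arrays. Of 43 proteasome subunits, 31 (72.1%) were (the same exact test, adjusted p = 4.01e-07), led by Psmb4 (12.45 ± 0.01) and Psma2 (12.43 ± 0.09). Of 18 genes of glycolysis, 12 (66.7%) were (exact test, adjusted p = 0.00678), among them Aldoa (12.79 ± 0.13) and Pkm (12.51 ± 0.16). In the range from 8.3 to 10.5 lay 11 genes of oxidative phosphorylation, 10 ribosomal, 10 proteasome and 1 glycolytic gene; from 10.5 to 12.8 the counts were 29, 39, 18 and 8, and at 12.8 or above 19, 14, 0 and 2. Genes are not independent replicates. When genes with more than 1 probe were left out, 18 of 27 proteasome subunits and 7 of 12 glycolytic genes were above background, and glycolysis no longer passed the exact test (adjusted p = 0.0731). The paper relates the number of genes clustered in oxidative phosphorylation and ribosomal function to the high secretory capacity of the CP.

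**Figure D2:**
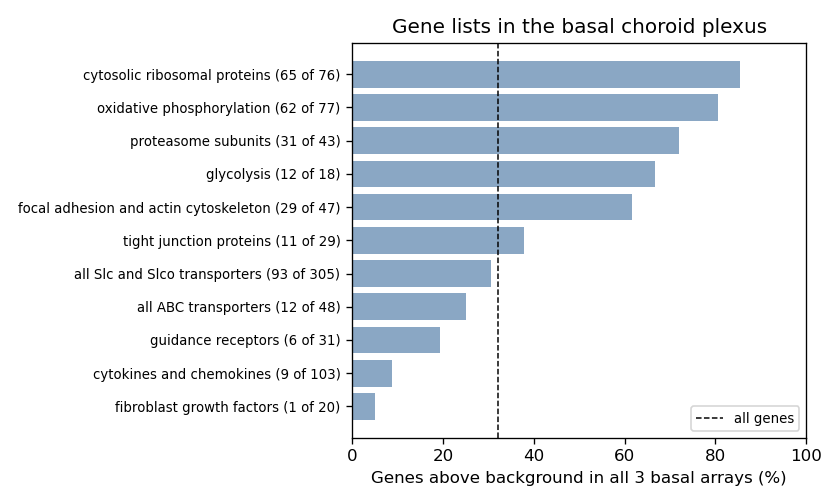
Percent of the genes of each list above background in all 3 basal arrays, with the counts beside each name; the dashed line is the percent of all genes (32.1%). The bars range from 85.5% for ribosomal proteins to 5.00% for fibroblast growth factors.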

Interestingly, adhesion and regulation of actin cytoskeleton are also highly expressed, probably reflecting the barrier functions. In addition, it highlights genes belonging to various signalling pathways.

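Genes of focal adhesion and the actin cytoskeleton were above background more often than other genes of the basal CP. Of 47 genes, 29 (61.7%) were above background in all 3 arrays, against 32.1% of other genes (Fisher's exact test, adjusted p = 0.000116). The highest levels were those of beta-actin, Actb, at 12.76 ± 0.23 (SD, n = 3 pools), of Ezr, which links actin to the membrane of microvilli, at 12.66 ± 0.18, of the integrin Itgb1 at 11.31 ± 0.08 and of Arpc2, a subunit of the actin-nucleating Arp2/3 complex, at 10.90 ± 0.16. The integrin Itga7 (6.36 ± 0.17) and Actr3 (6.24 ± 0.05) exceeded the ceiling in 0 arrays. Of the 47 genes, 11 lay between 8.3 and 10.5 and 6 between 10.5 and 12.8. Among other cell adhesion genes, 9 of 28 cadherins and catenins were above background, led by Ctnna1 (12.30 ± 0.16), and 2 of 14 connexins of gap junctions, Gja1 (9.06 ± 0.31) and Gja4 (7.95 ± 0.22). With genes of more than 1 probe left out, 18 of 32 genes of focal adhesion and actin were above background.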

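Of the signalling groups, cytokines and chemokines were above background less often than other genes: 9 of 103 (8.74%) against 32.3% (Fisher's exact test, adjusted p = 1.07e-07). The 9 included the chemokines Cxcl12 (9.83 ± 0.12, SD, n = 3 pools) and Cx3cl1 (9.06 ± 0.18), the alarmin Il33 (8.26 ± 0.22) and the TNF family member Tnfsf13 (8.19 ± 0.03), while Ifna13 (6.12 ± 0.10) and Tnfsf12 (6.09 ± 0.14) exceeded the ceiling in 0 arrays. Of 23 genes of Toll-like receptor signalling, 6 were above background, among them the transcription factors Irf3 (10.67 ± 0.16) and Rela (9.82 ± 0.21), the receptor Tlr2 (8.71 ± 0.21) and the kinase Irak2 (7.87 ± 0.20). Tlr6 (6.41 ± 0.19) and Tlr1 (6.24 ± 0.33) were not.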

**Figure 3:**
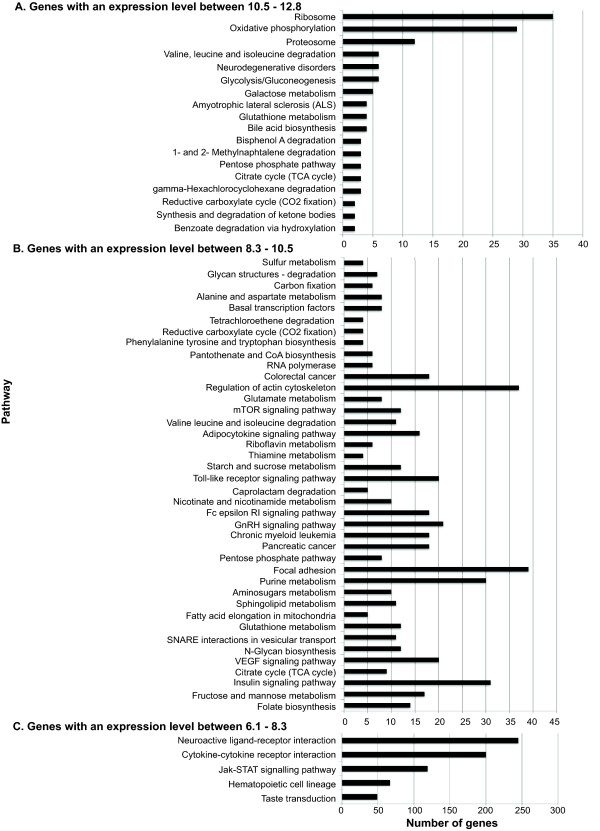
**Numbers of genes in different metabolic pathways expressed in the choroid plexus in normal physiological conditions**. Genes that have expression levels from 6.1-8.3 (A); from 8.3-10.5 (B) and from 10.5-12.8 (C).

### Classes of genes expressed in the CP and their functions

The CP has traditionally been viewed as a tissue that provides the brain with secreted CSF, which through bulk flow, supplies the brain with some nutrients such as vitamin C, amino acids, nucleosides and transport proteins such as transthyretin. The CP is also known to facilitate the removal of products of brain metabolism such as free iodine, glutamate and amyloid beta peptide. On the other hand, the CP provides a barrier that restricts the passage of molecules and cells into and out of the brain. The present study provides solid evidence to support this view. 

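Several claudins and each of the vitamin, zinc, glucose and monocarboxylic acid transporters that the paper names were above background in the basal CP. Of 29 genes of tight junction proteins, 11 (37.9%) were above background in all 3 arrays, against 32.1% of other genes (Fisher's exact test, adjusted p = 0.578). The highest were Cldn2, a pore-forming claudin, at 12.15 ± 0.12 (SD, n = 3 pools), Cldn1 at 11.11 ± 0.32, the scaffold protein Tjp3 at 9.65 ± 0.24 and Cldn11 at 9.48 ± 0.19; Cldn16 (6.12 ± 0.05) and Cldn7 (6.05 ± 0.03) exceeded the ceiling in 0 arrays. With genes of more than 1 probe left out, 7 of 20 were above background. All 6 named transporters were: the monocarboxylic acid transporter Slc16a9 at 10.79 ± 0.03, the glucose transporter Slc2a1 at 10.24 ± 0.21, the thiamine transporter Slc19a2 at 9.29 ± 0.18, the vitamin C transporter Slc23a2 at 9.09 ± 0.14, the zinc transporter Slc39a1 at 8.94 ± 0.12 and the iodide transporter Slc5a5 at 8.02 ± 0.06.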

In agreement we found that the CP transcriptome includes genes encoding for the tight junctions proteins (Figure 4A), for transporters namely for monocarboxylic acid (Slc16a9), glucose (Slc2a1), vitamin C (Slc23a2), thiamine (Slc19a2), zinc (such as Slc39a1) (Figure 4B) and for receptors of various classes of neurotransmitters such as dopamine, serotonin, opioids, cannabinoids, glutamate, histamine and GABA and also receptors for folate, benzodiazepine, estrogen and growth hormone (Figure 4C). Of notice, with respect to transporters, the CP highly expressed both the ABC (all 7 distinct sub-families: ABC1, MDR/TAP, MRP, ALD, OABP, GCN20, White) and the Slc families (Figure 4B). In addition to the MDR/TAP and MRP, the basal transcriptome also revealed the presence of the solute carrier organic anion families (OAT and OATP) of efflux transporters. 

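Both transporter families had members above background in the basal CP, at about the share of other genes. Of 48 genes of ABC transporters, 12 (25.0%) were above background in all 3 arrays, and of 305 Slc and Slco genes 93 (30.5%) were, each against 32.2% of other genes (Fisher's exact test, adjusted p = 0.432 and 0.578). By subfamily the counts were 4 of 15 for ABC1, led by Abca7 (9.89 ± 0.27, SD, n = 3 pools) and Abca4 (9.31 ± 0.12), 3 of 10 for MDR/TAP, led by Abcb9 (9.26 ± 0.18) and Tap2 (9.18 ± 0.27), 1 of 3 for ALD (Abcd3, 9.02 ± 0.09), 3 of 3 for GCN20, led by Abcf1 (9.60 ± 0.09) and Abcf3 (9.42 ± 0.17), and 1 of 6 for White (Abcg1, 9.26 ± 0.17). For OABP the count was 0 of 1 (Abce1, 6.71 ± 0.06) and for MRP 0 of 10, of which Abcc10 (6.90 ± 0.18) exceeded the ceiling in 1 array; Abcc4, another MRP member, was not analysed here. The multidrug transporter Abcb1a stood at 6.47 ± 0.07, below background in all 3 arrays. The highest Slc genes were the anion exchanger Slc4a2 (12.85 ± 0.02), the monoamine and nucleoside transporter Slc29a4 (12.79 ± 0.29), Slc22a17 (12.68 ± 0.01) and the mitochondrial ADP/ATP carrier Slc25a5 (12.66 ± 0.08). With genes of more than 1 probe left out, 5 of 32 ABC genes were above background.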

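Among organic anion transporters, members of the OATP family and of the Slc22 family, to which the OATs belong, were above background in the basal CP. Of 12 OATP genes 3 were above background in all 3 arrays: Slco1c1, a transporter of thyroid hormones, at 11.88 ± 0.14 (SD, n = 3 pools), Slco2b1 at 8.39 ± 0.18 and Slco1a4 at 7.94 ± 0.18. Slco1a5 (7.01 ± 0.41) exceeded the ceiling in 2 arrays. Of 18 Slc22 genes 3 were: Slc22a17, the carnitine transporter Slc22a5 (8.64 ± 0.01) and the organic anion transporter Slc22a7 (7.51 ± 0.07). Of the other OATs, Slc22a8 (6.85 ± 0.28) exceeded the ceiling in 1 array and Slc22a6 (6.34 ± 0.13) in 0.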

Finally, the sodium-dependent system for the excitatory acidic amino acids, e.g., glutamate and aspartate, was also expressed in the CP and suggests a mechanism for net removal of potentially neurotoxic amino acids from the brain. 

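Of the 5 measured genes of the sodium-dependent excitatory amino acid transporters, 0 were above background in all 3 basal arrays. Slc1a3, the main glutamate transporter of many glial cells, stood at 6.91 ± 0.10 (SD, n = 3 pools) and exceeded the ceiling in 1 array. Slc1a1, a neuronal and epithelial member, stood at 6.66 ± 0.10, Slc1a6 at 6.50 ± 0.25, Slc1a7 at 6.44 ± 0.03 and Slc1a2 at 6.39 ± 0.14, each in 0 arrays. At these levels the arrays do not tell a weak transcript, or one that its probe measures poorly, from none.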

The CP also expressed different genes that encode transporters for glucose, fatty acid, monocarboxylic acid, nucleoside, glycerol, cationic amino acid transporter y^+ ^system, iodide and neurotransmitter transporters (Figure 4B).

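Each of 6 transporter groups had at least 1 member above background in all 3 basal arrays. Of 10 glucose transporters there were 2, Slc2a1 and Slc2a8 (7.60 ± 0.13, SD, n = 3 pools). Of 6 fatty acid transporters there were 2, Slc27a1 (9.35 ± 0.21) and Slc27a3 (8.42 ± 0.30). Of 11 monocarboxylic acid transporters there were 3, Slc16a9, Slc16a8 (10.83 ± 0.19) and Slc16a6 (8.85 ± 0.19). Of 6 nucleoside transporters there were 4, among them Slc29a4 and Slc29a1 (8.26 ± 0.22). Of 4 cationic amino acid transporters there was 1, Slc7a4 (10.07 ± 0.08), and of 14 neurotransmitter transporters there were 5, led by the creatine transporter Slc6a8 (10.80 ± 0.04) and the taurine transporter Slc6a6 (9.11 ± 0.24).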

**Figure 4:**
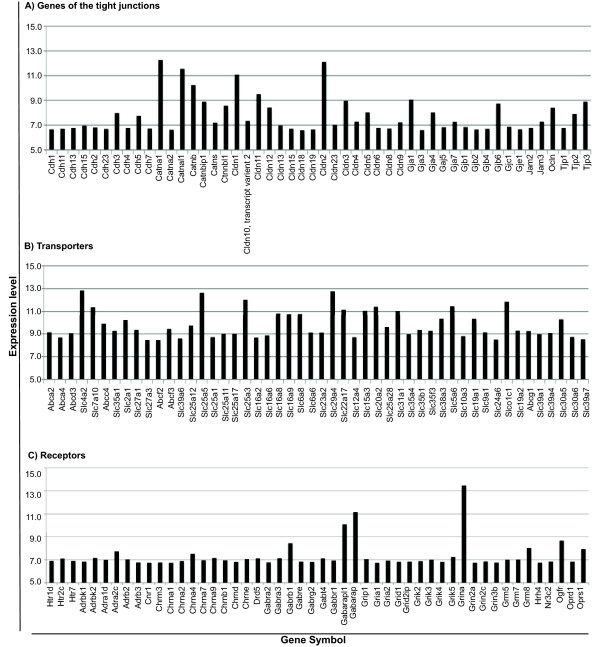
**Expression levels of choroid plexus genes that contribute to specific barrier properties**. Genes that encode for: tight junctions (A) transporters (B) and receptors (C).

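Receptors for folate, benzodiazepine and growth hormone were above background in the basal CP, and most receptors of neurotransmitters were not. Both folate receptors were above background in all 3 arrays, Folr1 at 12.61 ± 0.06 (SD, n = 3 pools) and Folr2 at 7.79 ± 0.26. So were Tspo, the peripheral benzodiazepine receptor, at 10.13 ± 0.14 and the growth hormone receptor Ghr at 9.21 ± 0.20, while the estrogen receptors Esr1 (6.90 ± 0.23) and Esr2 (6.54 ± 0.31) were not. Of 17 glutamate receptor genes 1 was, the metabotropic receptor Grm8 (7.96 ± 0.08), and of 16 GABA receptor genes 1 was, the subunit Gabrb1 (8.39 ± 0.03). The counts were 0 of 14 for serotonin, with Htr2c (6.93 ± 0.22) above the ceiling in 1 array, 0 of 2 for cannabinoids (Cnr1, 6.63 ± 0.18) and 0 of 4 for histamine (Hrh4, 6.58 ± 0.13). A gene of these groups that did not exceed the ceiling cannot be told from background here.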

We chose to further highlight genes encoding for axonal guidance (Figure 5A), and for growth factors (Figure 5B) given their relevance for brain development and also for adult neurogenesis, as will be discussed later. These include insulin-like growth factor 2, transforming growth factor beta 2, vascular endothelial growth factor A and B, brain derived neurotrophic factor, ciliary neurotrophic factor transcript variant 2, fibroblast growth factors, betacellulin epidermal growth factor family member and its receptor ErbB-4, neuregulin 1, 3 and 4, amphiregulin, epiregulin and several members of the Wnt family (Additional File 1). 

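Vascular growth factors and transforming growth factor beta 2 were above background in the basal CP. Vegfb had an expression level of 10.78 ± 0.18 (SD, n = 3 pools), Tgfb2 of 10.66 ± 0.08 and Vegfa of 10.08 ± 0.21. With Igf2 they were the 4 of the 14 measured growth factor and receptor genes named here that were above background in all 3 arrays. The other 10 exceeded the ceiling in 0 arrays. Among them, Cntf stood at 6.88 ± 0.24, Btc (betacellulin) at 6.79 ± 0.16, Ereg (epiregulin) at 6.76 ± 0.13, Nrg1 at 6.72 ± 0.13, Erbb4 at 6.70 ± 0.10, Bdnf at 6.63 ± 0.16, Nrg4 at 6.49 ± 0.06 and Nrg3 at 6.42 ± 0.20. Of 19 genes of the Wnt family, 0 were above background in all 3 arrays; Wnt5a (7.25 ± 0.01) exceeded the ceiling in 2 arrays.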

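Semaphorins, a Slit and ephrins were above background in the basal CP. Of 17 semaphorin genes 3 were above background in all 3 arrays: the secreted Sema3b at 11.22 ± 0.04 (SD, n = 3 pools) and Sema3f at 9.96 ± 0.22, and Sema4b at 8.10 ± 0.23. Of 3 Slit genes 1 was, Slit2 (9.30 ± 0.13), and Slit3 stood at 6.61 ± 0.05. Of 7 ephrins 2 were, Efna5 (9.37 ± 0.10, with its other probe at 6.68) and Efnb1 (8.72 ± 0.35). Of 5 netrin genes 0 were: Ntn4 (7.24 ± 0.16) and Ntn3 (7.19 ± 0.21) exceeded the ceiling in 2 arrays, and Ntn1 (6.15 ± 0.13) in 0. Of 31 guidance receptors 6 (19.4%) were, against 32.2% of other genes (Fisher's exact test, adjusted p = 0.243), led by the semaphorin and VEGF receptor Nrp1 (10.86 ± 0.10), the Slit receptor Robo4 (8.83 ± 0.23), Neo1 (8.23 ± 0.08) and Plxna2 (8.16 ± 0.15).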

With respect to axonal guidance, the CP basal transcriptome includes the four conserved families of guidance cues shown to have prominent developmental effects: netrins, semaphorins, SLIT and ephrins, as well as their respective receptors. 

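Each of 6 genes encoding major CSF proteins was above background in all 3 basal arrays, and 5 of them lay above 13.0. Igf2, a growth factor, had an expression level of 14.55 ± 0.07 (SD, n = 3 pools). Clu, a chaperone-like apolipoprotein, stood at 14.07 ± 0.03, the protease inhibitor Cst3 (cystatin C) at 13.87 ± 0.09, Ttr, the carrier of thyroxine, at 13.82 ± 0.09 and Ptgds, the prostaglandin D2 synthase, at 13.43 ± 0.07. Trf, the iron carrier transferrin, stood at 12.30 ± 0.04. For the 6 genes the SD between pools was under 0.10.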

Not surprisingly, among the most highly expressed genes are those encoding for major CSF proteins, such as transthyretin, prostaglandin D2 synthase, transferrin, insulin-like growth factor 2, clusterin (apolipoprotein J) and cystatin C (Table 1).

**Figure 5:**
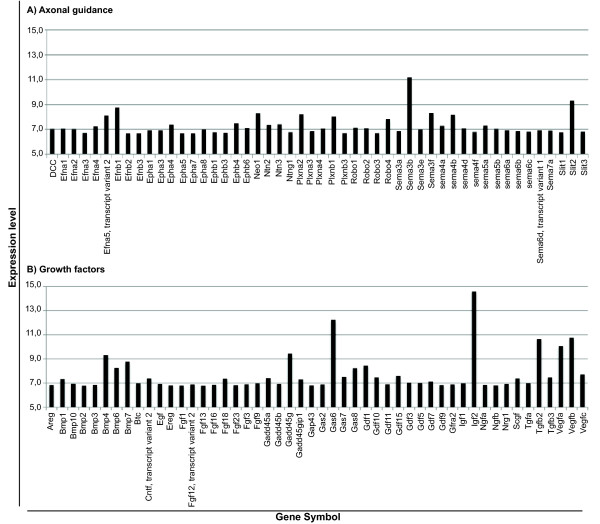
**Expression levels of relevant genes in the choroid plexus for brain development and for adult neurogenesis**. Genes belonging to axonal guidance molecules (A) and to the family of growth factors (B).

### CP transcriptome comparison with other mouse tissue transcriptomes

From the 62 tissues analysed, the CP transcriptome correlated with the transcriptome of the BBB endothelial cells more closely than with tissues from other brain regions or other peripheral tissues (data not shown).

We compared our CP array data with two others that are deposited in the GEO database, the GSE11443 and GSE3594. We observed that the correlation between our CP data was approximately 56% when compared to GSE11443 and 57% when compared to GSE3594. To test if the correlation we found between our study and the two others was acceptable, we also compared the correlation between the two other studies and found a correlation of 63%. Interestingly a similar correlation was found when the liver transcriptome from different studies was compared, which in this case had a correlation of 53%. Since the mostly expressed genes are those that best characterize a tissue, we also analysed if the fifty most highly-expressed genes in our study corresponded to the same fifty most highly-expressed genes in the two other CP studies. We observed that 34 and 20, from the GSE11443 and GSE3594 respectively, are common between the studies. Among the mostly expressed genes in these 3 studies are the genes encoding for *Arl6ip1, Ckb, Cox6a1, Cst3, Igf2, Ptgds, Rbp1, Rpl41, Slc4a2, Ttr *and *Ubc.*

## Discussion

Here we analysed and characterized the mouse CP transcriptome under normal basal physiological conditions. Unravelling the transcriptome signature of a tissue is a valuable tool for better understanding its functions in health and in disease. In this particular case, as part of the barriers that separate the brain from the periphery, it has become clear that the CP is more than an obstacle for molecule and cell trafficking into and out of the brain; it is an active participant in brain homeostasis.

Not surprisingly, we confirmed that among the genes most highly expressed were those encoding for proteins that are secreted into the CSF, such as transthyretin and transferrin. These are carriers for the ligands thyroxine and iron respectively, which are relevant for proper brain function during development and throughout adulthood. While CP transthyretin in itself does not seem essential for thyroid hormone to reach and distribute within the brain parenchyma [21], the available data does not exclude a role for the CP in thyroid hormone homeostasis. In fact, the thyroid gland is the sole site recognized for thyroid hormone synthesis. However, when the thyroid gland is ablated, it takes several months for the tissues to be depleted of thyroid hormones [22,23], which raises the possibility of extrathyroidal sites for thyroid hormone synthesis. The CP could be such a place, not only because it expresses the sodium-iodine symporter [24], which uptakes iodine against a concentration gradient, but also several peroxidases (glutathione peroxidase 4, 1, 3, 7, myeloperoxidase, thyroid peroxidase) as we now show in this study. 

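Of 6 measured genes among the peroxidases named here and thyroglobulin, 4 were above background in all 3 basal arrays. These were the glutathione peroxidases Gpx4 at 13.62 ± 0.02 (SD, n = 3 pools), Gpx1 at 11.60 ± 0.04, Gpx3 at 8.90 ± 0.23 and Gpx7 at 8.13 ± 0.07. Mpo, the myeloperoxidase of granulocytes, stood at 6.63 ± 0.06 and Tg, thyroglobulin, at 6.67 ± 0.13, both below the ceiling in all 3 arrays.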

Future investigation should address whether these peroxidases have the same ability as thyroid peroxidase in the thyroid to oxidise iodine and incorporate it into thyroglobulin (also present in the basal CP transcriptome) or other tyrosine containing protein.

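Of 15 genes of iron homeostasis, 8 were above background in all 3 basal arrays. The iron-storing ferritin subunits Fth1 and Ftl1 stood at 13.43 ± 0.26 and 12.38 ± 0.08 (SD, n = 3 pools), the iron regulatory protein Ireb2 at 8.70 ± 0.21 and the transferrin receptor Tfrc at 8.42 ± 0.46. The iron exporter Slc40a1 (6.96 ± 0.18) exceeded the ceiling in 1 array, and Cp, the ferroxidase ceruloplasmin (6.67 ± 0.14), in 0. These levels are those of mice not given LPS.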

Analysis of the basal transcriptome revealed genes involved in iron homeostasis such as transferrin; however, it is notable that participation in brain iron homeostasis seems to be particularly relevant in response to stimuli such as peripheral inflammation [11]. These observations highlight the ability of the CP to respond/adapt to physiological and disease states.

Several genes were shown to be expressed in the CP for the first time. These include those encoding for the opioid receptors, for which we found mRNA for all members of the family, the opioid receptor sigma 1 being the most highly expressed. 

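Of 5 opioid receptor genes listed, 3 were measured on the basal arrays, and 0 of these 3 were above background in any array; the values do not bear on the other members. Oprl1, the nociceptin receptor, stood at 6.76 ± 0.12 (SD, n = 3 pools), the delta receptor Oprd1 at 6.66 ± 0.06 and the kappa receptor Oprk1 at 6.55 ± 0.14.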

Other studies, using autoradiographic techniques with selective ligands, failed to detect the mu and delta opioid receptors in rat CP brain [25,26], probably due to the lower sensitivity of the methodologies used. 

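Of 5 dopamine receptor genes, 0 were above background in any of the 3 basal arrays. Drd5 stood at 6.97 ± 0.16 (SD, n = 3 pools), Drd1 at 6.44 ± 0.10, Drd3 at 6.44 ± 0.07 and Drd4 at 6.29 ± 0.07, levels under the ceiling that give no rank.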

The present study also confirmed the presence of other neurotransmitter receptors previously described in the CP [27], such as the dopamine receptors. Again, this emphasizes an active role of the CP as a potential site for modulating response to neurotransmitters, which should be further investigated in the context of mood disorders.

We consider it of interest that the adult CP expresses genes encoding for several growth factors and axonal guidance molecules. While semaphorin 3f [2] and Slits 2 and 3 [28,29] were previously described in the developing CP, we described here for the first time the expression of various netrins and ephrins. The present study also adds to previously described growth and trophic factors [30,31], such as insulin-like growth factor II [32], glial cell line-derived neurotrophic factor [33], transforming growth factor alpha [34], fibroblast growth factor 2 [35] and vascular endothelial growth factor [36]. The expression of genes encoding for several members of the FGF family (those with higher expression value being FGF 18, 9 and 3), neuregulin, betacellulin and epiregulin should be highlighted. 

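Fgf18, which signals in bone and lung growth among other tissues, was the 1 of 20 FGF genes above background in all 3 basal arrays, at 7.64 ± 0.03 (SD, n = 3 pools), and its other probe stood at 6.81. Fgf9 stood at 6.78 ± 0.08 and Fgf3 at 6.71 ± 0.06, each under the ceiling in all 3 arrays, where levels of different probes carry no rank. FGF genes were above background less often than other genes (5.00% against 32.2%, Fisher's exact test, adjusted p = 0.0111). With genes of more than 1 probe left out, or with the mean of a gene's probes, the count was 0, of 13 and of 20 genes.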

Betacellulin and its receptor ErbB-4 are highly expressed in neurons, implying important roles in neuronal cell functions; and inducing ErbB-4 activation promotes neurite outgrowth in PC12 cells [37]. Numerous genetic modelling studies in mice demonstrate that neuregulin 1 signalling is important in the development of normal neuronal connectivity. Of particular interest to this discussion are findings linking deficits in neuregulin 1-ErbB4 signalling to perturbations of synaptic transmission, myelination, and the survival of particular sets of neurons and glia [38]. It will be of interest to next investigate the participation of the CP in demyelinating diseases.

The CP expression of growth factors is also relevant in the context of neurogenesis. The subventricular zone is, together with the hippocampus, a site of adult neurogenesis. We showed here that the genes encoding for molecules that modulate adult neural stem cell proliferation and fate are transcribed in the CP. It is surprising that few studies so far have considered the CP as a relevant source of such mediators. The present study draws attention to the CP, as a modulator of the CSF composition, in the distribution of key molecules for neuronal differentiation.

Finally, the data we presented here confirms that the CP transcriptome displays a specific signature, different from all other tissues for which transcriptome data is available [39]. While one could anticipate resemblance with other secretory epithelia, such as the lung, the closest similarity is with that of the PECAM-1+ BBB microvascular endothelial cells [18]. This most likely reflects the fact that both have a barrier function, mediated by tight junctions; participate in the transport of molecules in and out of the brain, through several transporters and receptors; and in detoxifying processes, through several enzymes [31,40]. Despite these similarities, there are striking differences in gene expression between these two barriers, such as is the case for carbonic anhydrase 12, which is involved in CSF production (13.0 versus 4.4).

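In the basal CP, carbonic anhydrase 12, Car12, an enzyme of bicarbonate formation, had an expression level of 13.00 ± 0.04 (SD, n = 3 pools) and was above background in all 3 arrays. The level in blood-brain barrier endothelial cells was not analysed here.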

## Conclusions

In summary, the present work reveals that the CP is a site of active expression of several molecular pathways of relevance for brain homeostasis. Understanding its involvement in various physiological and disease states may provide novel clues to disease mechanisms, and also unravel novel targets for therapies against diseases of the central nervous system.

## List of abbreviations

BBB: blood-brain barrier; CP: choroid plexus; CSF: cerebrospinal fluid; CV: coefficient of variation; KEGG: Kyoto Encyclopedia of Genes and Genomes; MIAME: Minimum Information About a Microarray Experiment; ppMBMECs: PECAM-1+ blood-brain barrier microvascular endothelial cells; RT-qPCR: real time quantitative PCR.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

FM: conceived the study, participated in its design, preformed the experiments and collected, analysed and interpreted the data. JCS: conceived the study and participated in its design. GC: collected, analysed and interpreted the data. FG, RP, HB, and DG analysed and interpreted the data. NS: Conceived the study, participated in its design and discussed the findings. MCN: Conceived the study, participated in its design and discussed the findings. JAP: Conceived the study, participated in its design, discussed the findings and coordinated the study.

All authors have read and approved the final version of the manuscript.

## Supplementary Material

Additional file 1 **Expression levels of the genes transcribed in the basal choroid plexus**. The table lists the expression levels of all genes expressed in the basal CP transcriptome, after normalization as specified in the Methods section. Click here for file

Additional file 2 **Functional networks of the most highly-expressed genes in the choroid plexus**. The 59 most highly expressed genes were grouped in a 3-modular theme proximity network. The genes belonging to each module are specified. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

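RNA from the CP was hybridized by the authors to 16 Illumina MouseRef-8 arrays on 2 beadchips. The samples were 3 pools of male mice under basal conditions (0 h), 3 pools taken 1 h after a peripheral injection of LPS at 5 µg per g of body weight, and 2 pools each at 3, 6, 12, 24 and 72 h. Beadchip 1 held basal replicates 1 and 2 and the first 2 arrays of 1 h and both arrays of 3 and 6 h; beadchip 2 held basal replicate 3, the third array of 1 h and the arrays of 12, 24 and 72 h. The paper reports on the 3 basal arrays. Each basal pool held the CP of the 4 ventricles of 3 mice, and the ventricles and pool size of the LPS arrays are not given in the sources used here. All 16 arrays were mapped to a condition, and none was left out of the analysis. Results for some genes that the paper names are not reported here.

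The authors extracted signal with BeadStudio and log2 transformed it, and the deposited values are log2 intensities per probe, without normalization in one table and quantile normalized over the 16 arrays in the other. These units were checked on the values themselves. Neither table holds detection p-values, so the thresholds on them that had been planned were replaced after the tables were seen, and the background correction that needs them was not run. Values were quantile normalized over the 16 arrays with limma 3.58.1 in R 4.3.3; tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9. Of 23983 probes, 20919 had 1 gene symbol, 1 had several and 3063 had none. For each gene the probe with the highest mean over all arrays was used, and unnamed probes were kept as features of their own. The CV was computed on intensities over the 3 basal arrays, with the paper's limit of 30%, and its median was 8.70%; the paper's text does not name the scale on which its CV was taken. A feature was above background when it exceeded the 99th percentile of the probes for olfactory, vomeronasal and bitter taste receptors on an array. Arrays give no counting depth; the number of arrays and the signal over this background limit the precision.

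The share of each gene list above background was compared with that of all other genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 11 lists. The 72 lists, which cover pathways, transporter and receptor families, growth factors, guidance molecules, LPS response genes and markers of cell types, were fixed before the data were examined, as were the tests and most alternatives. The genes named are those that the paper names, the 4 members with the highest and the 2 with the lowest basal level of each list, the 10 largest rises and falls at each LPS time among genes past the test and above background on every array of at least 1 group, and members of the lists that passed the LPS test. Values in the tables of the paper had been seen when this rule was set. LPS times were compared with 0 h by limma (lmFit and eBayes on all 16 arrays, two-sided, adjusted p under 0.05 over 19010 genes), and successive LPS times with each other in the same model. List shifts were tested with camera (preset correlation 0.01) over 57 lists and 6 times, with an estimated correlation and with fry as alternatives. The test was tried on simulated data before use. A fold for a gene below background in 1 group was computed against the ceiling and is given as a lower bound.

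Alternatives were quantile normalization of the 3 basal arrays only, no normalization, cyclic loess, a normexp background correction, the deposited normalized values, the mean of a gene's probes, genes with more than 1 probe left out, other CV filters and background ceilings, beadchip or replicate number as a block, 1 beadchip at a time, the arrays of 0 h and 1 LPS time only, and each array left out in turn. The ceiling from the mode of all probes, named genes only, the fits without LPS 1 h replicate 3 and the alternatives of the comparisons between successive LPS times were added after the data were seen. The replicate numbers were not taken to pair the arrays: the mean correlation of deviations from the group means was 0.020 between arrays of the same number and -0.013 between others. Of 43 pairs with the same number, 11 had a correlation above 0.1. Values ranged from -0.48 (basal and 72 h replicate 2) to 0.28 (6 and 12 h). The mean therefore does not decide whether some times share a pairing. The RT-qPCR measurements and the arrays of other studies that the paper discusses were not used here.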

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

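The comparisons between successive LPS times were planned for named genes, and their alternatives, the tests of the beadchips at 3, 6 and 12 h, the tests on LPS 1 h replicate 3 and the fits without that array were chosen only after the results were seen. The series holds 13 arrays from mice given LPS that the paper does not report on, and against the 3 basal arrays they show genes past the test at 5 of 6 times. After 1 h 7 genes differed in limma, all higher; after 3 h 411 (281 higher, 130 lower), after 6 h 66 (35 and 31), after 12 h 136 (98 and 38) and after 24 h 6 (5 and 1). After 72 h the count in limma was 0. There 440 of 19010 genes had an unadjusted limma p under 0.05, which is a smaller share than the 0.05 that no change would give. Leaving out 1 array moved these counts. At 1 h the count was 4 without basal replicate 2 or 3 and 16 without LPS 1 h replicate 1. At 3 h it was 268, 174 and 144 without basal replicates 1, 2 and 3, and 1 without either 3 h array. At 6 h it was 9, 0 and 15 without basal replicates 1, 2 and 3, and 0 and 3 without 6 h replicates 1 and 2. At 12 h it was 56 without basal replicate 3, at 24 h 3 and 1 without basal replicates 2 and 3, and at 72 h 1 without either 72 h array. A lone array left in a group was taken to vary like the other groups. For 1 h the 6 arrays allow 10 splits of 3 against 3, too few for a share under 0.05; in a fit of these arrays alone the real split gave 3 genes and the highest of the other splits 0.

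Differences between successive LPS times were tested directly. Between 3 and 6 h 2 genes fell, the immediate-early transcription factor Fos (log2 change -1.20, adjusted p = 0.00539) and the cytokine signalling inhibitor Socs2 (-1.14, adjusted p = 0.00539). This count was 0 without 3 h replicate 1 or 2 or 6 h replicate 1, 5 without 6 h replicate 2, 11 with beadchip as a block and 129 without LPS 1 h replicate 3. Between 12 and 24 h 10 genes differed: the epithelial marker Sostdc1 rose (0.71, adjusted p = 0.0370), and the glucocorticoid-induced Fkbp5 (-1.43, adjusted p = 0.0378), the lipid droplet protein Plin4 (-1.68, adjusted p = 0.0248), the amino acid transporter Slc7a5 (-1.25, adjusted p = 0.00438) and Sult1a1 (-1.13, adjusted p = 0.00438) fell, as did Ggt7, Mybph, Stard3, Synm and Wars. This count was 74 without 12 h replicate 1, 2 without 24 h replicate 1, 0 without 24 h replicate 2 and 83 without LPS 1 h replicate 3 (63 with beadchip as a block besides). Between 24 and 72 h 2 genes fell, the interferon-induced Ifi27l2a (-1.41, adjusted p = 0.0178) and the synuclein Sncg (-1.27, adjusted p = 0.00945), with 1 and 0 genes without 24 h replicates 1 and 2 and 1 and 4 without 72 h replicates 1 and 2, and 36 without LPS 1 h replicate 3. Between 1 and 3 h and between 6 and 12 h the counts in limma were 0, with 1151 and 1394 genes at an unadjusted p under 0.05. Between 1 and 3 h the count was 488 without LPS 1 h replicate 3 (460 with beadchip as a block besides), and between 6 and 12 h it was 1 without 6 h replicate 2, 13 and 76 without 12 h replicates 1 and 2 and 10 without LPS 1 h replicate 3. Several of the genes named here lie outside the rule for named genes and were chosen after their values were seen.

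The changes after LPS can be set against the 2 beadchips, the time of day of sampling and the injection itself. With beadchip as a block 330 genes differed at 6 h and 714 at 3 h, among them all 66 and 404 of the 411 genes, which argues against a beadchip difference as the cause at 3 and 6 h. At 12 h the block gave 29 genes, 28 of them among the 136 (126 without LPS 1 h replicate 3, 75 of them among the 136). Within beadchip 2, which has 1 basal array, all 136 kept their direction. A beadchip difference as the whole cause needs the changes to vanish there, but the 136 were chosen in a fit with the same arrays. Their kept direction was thereby nearly set in advance, so it does not decide what part the beadchip had at 12 h. At 1 h the block gave 20 genes with all 7 among them (5 without LPS 1 h replicate 3, 4 of them among the 7). At 24 h it gave 1 (21 without LPS 1 h replicate 3, 4 of them among the 6). Within beadchip 2 all 6 kept their direction, which is no added evidence for the same reason as at 12 h. With so few genes the beadchip stays open at 24 h. Clock genes moved by a median absolute log2 change of 0.184, 0.371, 0.104, 0.227, 0.117 and 0.213 at 1, 3, 6, 12, 24 and 72 h. For all genes it was 0.0857, 0.0979, 0.10, 0.0896, 0.0873 and 0.070. Clock genes also varied more between the basal pools (median SD 0.21, against 0.126 over all genes), so their excess does not decide on time of day. The list did not pass camera at any time (adjusted p from 0.337 to 0.895), but camera tests a shift in 1 direction and can miss members that move both ways. Sampling hours are not given, and arrays of vehicle-injected mice at each time were not analysed here. Time of day and the injection therefore stay open beside LPS.

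The array labelled LPS 1 h replicate 3 resembles the 3 h arrays. On beadchip 1, 559 genes differ between 3 h and 1 h, and on a scale where the 1 h mean is 0 and the 3 h mean 1 this array has a median position of 0.997 (quartiles 0.845 to 1.1), with 96.8% of the genes nearer to 3 h. Basal replicate 3 on the same beadchip is shifted by 0.022 on this scale (quartiles -0.115 to 0.160), far less than a beadchip difference would need. A candidate explanation is a wrong label, and a pool of mice that responded faster would give the same values, so these 2 cannot be told apart from the arrays. Without this array in any comparison the counts were 8, 702, 359, 310, 54 and 0 at 1, 3, 6, 12, 24 and 72 h, and 6 of the 7 genes at 1 h and all 411, 66, 136 and 6 at the later times stayed past the test.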

How the results depend on the processing

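The ceiling from the mode of all probes, named genes only, the fits without LPS 1 h replicate 3 and the alternatives between successive LPS times were chosen after the data were seen. Over all alternatives run, genes at 13.0 or above numbered 59 to 72, and those above background were 52 to 65 for oxidative phosphorylation, 54 to 68 for ribosomal proteins, 6 to 10 for cytokines, 69 to 120 for Slc genes and 4 to 8 for guidance receptors. None of these counts moved by more than 1.5 times. Of 3031 values for named genes after LPS, 2082 stayed past the test, 949 did not and 0 changed direction; of 9904 basal levels, 2038 moved by more than the SD between pools. The genes named after LPS were chosen in the main fit, so their kept direction is no added evidence. Signal near the background ceiling limits the basal lists. The causes of the shifts below were not tested, except that fewer arrays or genes enter some fits. The background correction from detection p-values was not run.

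Without normalization the level classes held 65.1%, 26.9%, 7.22% and 0.781%, and 11655 genes passed the CV filter. With genes of more than 1 probe left out the classes held 81.6%, 13.8%, 4.13% and 0.526%, and with fewer genes in each list the counts were 18 for the proteasome, 7 for glycolysis, 18 for focal adhesion and actin, 7 for tight junctions, 5 for ABC transporters and 0 for FGFs. With the mean of a gene's probes the classes held 82.2%, 13.7%, 3.62% and 0.434%, and 0 FGFs were above background. With named genes only, 4.96% lay between 10.5 and 12.8. Above background in at least 2 arrays were 39.0% of all genes and 22.8% of those below 8.3; leaving out 1 array, the share of all genes was 32.2% to 38.6% and that of genes below 8.3 14.2% to 22.2%, both highest without replicate 2.

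Counts after LPS moved more. With beadchip as a block they were 20, 714, 330, 29 and 1 at 1, 3, 6, 12 and 24 h. With the replicate number as a block (replicate block, although a pairing by number is not established) they were 24, 705, 332, 256 and 24. Beadchip 1 alone gave 736 at 3 h and 423 at 6 h, and beadchip 2 alone 79 at 12 h and, at 1 h, 212 from 1 basal array against LPS 1 h replicate 3 alone, the array that resembles 3 h, so this is no measure of the 1 h response. Without normalization the counts were 1, 69, 7, 73 and 2 at 1 to 24 h. The normexp correction gave 11 at 1 h, cyclic loess 35 at 6 h, the mean of the probes 34 at 6 h and 3 at 24 h, and genes above background in at least 2 arrays 3 at 24 h. The arrays of 0 h and 1 LPS time alone gave 3, 653, 290, 54 and 1 at 1, 3, 6, 24 and 72 h. Leaving out 1 array in turn gave 4 to 16, 1 to 268, 0 to 15, 56 to 182, 1 to 6 and 0 to 1 at 1 to 72 h. Without LPS 1 h replicate 3 in every contrast, or with it as a group of its own, the counts were 702, 359, 310 and 54 at 3, 6, 12 and 24 h. Without it and with beadchip as a block besides, they were 5, 622, 310, 126 and 21 at 1, 3, 6, 12 and 24 h.

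Between successive LPS times, 3 h against 1 h gave 139 genes with beadchip as a block, 99 with the replicate block, 0 to 488 leaving out 1 array and 460 with the beadchip block without LPS 1 h replicate 3. For 6 h against 3 h the counts were 11 with the beadchip block, 0 without normalization, 0 to 5 leaving out 1 array, 129 without LPS 1 h replicate 3 and 120 with the beadchip block besides. For 12 h against 6 h they were 49 without normalization, 0 to 76 leaving out 1 array and 10 without LPS 1 h replicate 3. For 24 h against 12 h they were 17 with the beadchip block, 21 with the replicate block, 2 without normalization, 0 to 74 leaving out 1 array, and 83 and 63 without LPS 1 h replicate 3, the latter with the beadchip block. For 72 h against 24 h they were 0 without normalization, 0 to 4 leaving out 1 array, and 36 and 34 without LPS 1 h replicate 3, the latter with the beadchip block. Of the list shifts, 0 passed with an estimated correlation and 13 in fry, against 46 with the preset correlation.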

Differences from the paper's values

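No share or count measured here under the main settings differed from the paper's by more than 1.5 times. Without normalization between arrays several did. The 3 upper level classes then held 26.9%, 7.22% and 0.781%, and 11655 genes passed the CV filter. Each of these lay more than 1.5 times from the paper's value, while the share below 8.3 (65.1%) did not. For log2 levels a ratio of 1.5 is too wide to find a difference. The levels of the 52 measured genes of the paper's Table 1 differed from its values by a median of 0.020. The largest difference was 0.334, for Gapdh (14.03 ± 0.12 here, 13.7 in the paper). Several statements of the paper on genes or methods differ from what the arrays gave. The paper's methods describe quantile normalization of the values, while in the part of the paper's table of basal expression levels read here 1039 of 1047 genes with a single probe lie within 0.001 of the mean without normalization and 39 within 0.001 of the quantile normalized mean. The lowest level in that part was 9.10, so the values of weaker genes were not checked. Which values the paper's level classes rest on is therefore not known. At a level of 13.0 or above the paper counts 59 genes; here 71 features reached it, of which 59 are named genes, 49 of them in the paper's Table 1.

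The paper names Fgf18, Fgf9 and Fgf3 as the FGFs of highest level; of 20 measured FGFs Fgf18 was the 1 above background here, and Fgf9 and Fgf3 were under the ceiling, where no rank can be given. It lists all subfamilies of ABC transporters as highly expressed; 12 of 48 ABC genes were above background, with at least 1 member in 5 of 7 subfamilies and 0 of 10 for MRP (Abcc4 was not analysed here) and 0 of 1 for OABP. It describes excitatory amino acid transporters (0 of 5 above background here), dopamine receptors (0 of 5), serotonin receptors (0 of 14), cannabinoid receptors (0 of 2), histamine receptors (0 of 4) and netrins (0 of 5) as expressed. It reports mRNA of all opioid receptors; 3 of 5 listed members were measured, and 0 of these 3 were above background, which leaves the other members open. It describes myeloperoxidase as expressed, which was not above background, while Gpx4, Gpx1, Gpx3 and Gpx7, which it also describes, were. It reports that RT-qPCR in other animals detected the genes chosen for it, a measurement not used here, and takes the array levels as expression; on the arrays 0 of 19 were above background in all 3. It includes growth factors such as Bdnf, Cntf, betacellulin, epiregulin and neuregulins, and Wnt genes; 4 of 14 measured growth factor and receptor genes it names were above background (Igf2, Tgfb2, Vegfa and Vegfb), and 0 of 19 Wnt genes. Of the other receptors it names, Ghr and Tspo were above background and both estrogen receptors were not. Among alternatives set before the data were examined, with percentiles put in place of detection p-values afterwards, some call some of these genes: above background in at least 2 arrays, and likewise without replicate 2, were Irf1, Tlr4, Ntn3, Ntn4 and Wnt5a, and above the 95th percentile of the receptor probes Tlr4, Wnt5a and Ntng1. With the ceiling from the mode of all probes, chosen after seeing the values, Irf1, Tlr4, Ntn4 and Wnt5a were above background, and none of the members of these lists that were above background under the main settings was lost. For the opioid receptors measured, the dopamine, serotonin, cannabinoid and histamine receptors, the excitatory amino acid transporters and the MRP and OABP subfamilies the count was 0 under every alternative run. A level under the ceiling does not show that a gene is not transcribed, nor that its transcript is weak.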

Other observations

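The main biology that the article does not describe is the response of the CP to LPS, and tests of normalization on the list directions were chosen only after the list results were seen. After 1 h the genes that rose were the immediate-early transcription factors Egr1 (log2 change 2.13, SE 0.23, limma adjusted p = 0.000677) and Fos (at least 2.02-fold higher), the phosphatase Dusp1 (0.92), the cytokine Il1b (at least 2.93-fold higher), the LPS coreceptor Cd14 (at least 2.48-fold higher), Depp1 (at least 1.52-fold higher) and Rhob (0.96, adjusted p = 0.0313, adjusted p = 0.0957 without LPS 1 h replicate 3). These 1 h values include LPS 1 h replicate 3, the array that resembles 3 h, so they do not give the size of the 1 h change alone. Without it 6 of the 7 genes stayed past the test. Of 20 immediate-early and NF-kB feedback genes 3 rose at 1 h with that array included (12 adjusted over the list alone), and at 3 h 11 rose. At 3 h chemokines rose steeply: Cxcl1, which attracts neutrophils, by at least 39.0-fold (adjusted p = 0.00699), Ccl4 by at least 13.3-fold, Ccl7 by at least 11.3-fold and Ccl2 by at least 5.67-fold. In all, 18 of 103 cytokines and chemokines rose and 1, Cxcl12, fell (-0.99, adjusted p = 0.00884; 21 and 2 adjusted over the list alone). Of 27 interferon-induced genes 16 rose (21 adjusted over the list alone), among them Rsad2 (4.12, SE 0.84), Isg15 (at least 8.82-fold higher) and Irf1 (2.17). Of 6 leukocyte adhesion genes 3 rose (5 adjusted over the list alone): Icam1 (at a log2 change of 3.75, SE 0.71), Selp (2.13) and Sele (at least 1.23-fold higher). Acute-phase genes followed (6 of 17, 9 adjusted over the list alone), with Saa3 up by 4.85 on the log2 scale (SE 0.94), and Toll-like receptor genes (4 of 23, 7 adjusted over the list alone) with Tlr2 (2.35), Cd14, Irf7 (1.21) and Irak3 (1.62). Falls at 3 h included 3 of 12 epithelial markers (5 adjusted over the list alone), the water channel Aqp1 (-0.56, adjusted p = 0.0192), Krt18 (-0.68) and Otx2 (-0.60), the tight junction genes Cldn3 (-0.88) and Cldn11 (-0.80), and 3 of 10 endothelial markers (4 adjusted over the list alone), Egfl7 (-0.94), Pecam1 (-0.50) and Plvap (-0.88). The largest falls were those of the clock output gene Dbp (-2.65, SE 0.52) and the sialomucin Podxl (-1.95, SE 0.28). Among markers of other cells, Hba-a1 of erythroid cells (2.60, adjusted p = 0.0166) and S100a8 of neutrophils (at least 2.62-fold higher) rose, and Cx3cr1 of macrophages fell (at least 1.62-fold lower). The 3 h values rest on 2 arrays, and without either of them 1 gene passed the test.

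At 6 h Saa3 (4.96, SE 0.94, adjusted p = 0.0348), the glutathione peroxidase Gpx3 (2.53, SE 0.43), the hormone secretin, Sct (2.16), and the interferon-induced Irgm1 (1.97) were the largest rises in limma, and the endothelial Ptprb (-1.33), Plvap (-1.01), Podxl (-1.38) and the taurine transporter Slc6a6 (-1.05) were among the falls. At 12 h the acute-phase genes Lcn2, which binds siderophores, and Serpina3n stood at least 38.2-fold and at least 11.6-fold higher, Saa3 by 5.56 (adjusted p = 0.00826) and Gpx3 by 3.40 on the log2 scale (adjusted p = 0.000742). The T cell chemokines Ccl5 and Cxcl9 (at least 3.99-fold and at least 3.21-fold higher), the B cell chemokine Cxcl13 (at least 1.97-fold higher), the adhesion molecule Madcam1 (at least 3.38-fold higher) and Ifitm3 (2.42) rose, as did 4 of 43 proteasome genes (5 adjusted over the list alone), the immunoproteasome subunits Psmb8 (0.94), Psmb9 (1.67) and Psmb10 (1.56) and the activator Psme1 (0.60). Epithelial markers fell in 3 of 12 cases (3 adjusted over the list alone): Sostdc1 (-0.71), Car12 (-0.45) and Aqp1 (-0.56). At 24 h Gpx3 (2.76), Ifi27l2a (2.24, SE 0.18, limma adjusted p = 1.38e-05), the complement gene C2 (1.13), the class I gene H2-T23 (1.09) and Sncg (0.88) were higher and the class II gene H2-Eb1 lower (-0.97). At 72 h 0 genes passed in limma (440 of 19010 at an unadjusted p under 0.05, fewer than no change would give). This does not show that the response had ended, since a basal and a 72 h array shared an unusual signal before normalization. Leaving out 1 array of the 2 groups compared, 0 to 15 genes passed at 6 h, 56 to 182 at 12 h and 1 to 6 at 24 h, against 66, 136 and 6, and leaving out LPS 1 h replicate 3 instead 359, 310 and 54. With beadchip as a block, of the genes named at 12 h Gpx3, Cxcl13 and Sostdc1 stayed past the test and the others did not, and with LPS 1 h replicate 3 left out besides all but Madcam1, Psme1, Car12 and Aqp1 did; at 24 h these were Ifi27l2a, and then Ifi27l2a, Gpx3, C2 and H2-T23. For each gene named in these paragraphs, every array at that time lay beyond all 3 basal arrays. The genes were chosen by their change in these same arrays, so this is no added evidence. Of 342 tests of 57 lists at 6 times, 46 shifts passed camera, for example interferon-induced genes at 3 h (adjusted p = 1.24e-24, but adjusted p = 0.314 with an estimated correlation), epithelial markers at 3 h (downward, adjusted p = 0.000124, but adjusted p = 0.189 with an estimated correlation) and macrophage markers, downward at 3 h (median log2 change -0.30, adjusted p = 0.0232, but adjusted p = 0.614 with an estimated correlation) and 6 h (-0.39, adjusted p = 0.000906, but adjusted p = 0.481 with an estimated correlation) and upward at 24 h (0.34, adjusted p = 0.0379, but adjusted p = 0.642 with an estimated correlation) and 72 h (0.34, adjusted p = 6.55e-05, but adjusted p = 0.396 with an estimated correlation). With an estimated correlation 0 of the 46 passed, the smallest adjusted p being 0.189, and fry called 13 of the 342 tests in 1 direction and 34 in either. Under 4 other normalizations camera gave the same direction in 183 of 184 cases, and without normalization that of oxidative phosphorylation at 12 h, downward, turned upward. Epithelial markers also lost their downward shift without normalization at 1 h and 12 h, when they did not pass camera even unadjusted and their median lay 0.0049 and 0.11 above that of all genes, and at 3 and 6 h, when they still passed unadjusted, it lay 0.0046 and 0.06 below. The median of cytokines at 1 h without normalization lay 0.0027 below that of all genes while camera gave an upward shift. Without normalization the median of all genes moved by -0.29, -0.33, -0.39, 0.05, -0.13 and 0.04 at 1, 3, 6, 12, 24 and 72 h, and 10 list medians had the other sign.

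The large share of genes at the lowest expression levels may be made up mainly of probes at the background signal. If so, few genes below 8.3 should exceed the signal of receptor genes of the nose and tongue, and 14.0% of them did in all 3 basal arrays. This share depends on 1 array: without replicate 2 it was 22.2%, and counting genes in at least 2 arrays gave 22.8%. The test was planned on detection p-values, and its background ceiling was set after the tables were seen. It does not tell a weak transcript, or one that its probe measures poorly, from none.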
